A study of Mus musculus with 9 samples. Its data were reported in "SMCHD1 has separable roles in chromatin architecture and gene silencing that could be targeted in disease" (2023).

How the data were processed

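CTCF ChIP-seq was made by the authors from primary female NSCs of 3 *Smchd1* genotypes: 3 libraries of the GFP-tagged control, 3 of MommeD43-GFP and 2 of *Smchd1* del/del, with 1 input library from a control line. Per the labels and the paper's methods, reads were trimmed with Trim Galore 0.4.4 and cutadapt 2.9, checked with FastQC 0.11.8 and mapped with Bowtie2 2.3.4.1 and SAMtools 1.7 to GRCm38, with R 4.2.0 used downstream. The authors called peaks in SeqMonk over the libraries of each genotype and merged overlapping peaks into a single set. The deposited values are log2 reads per M reads of the library over each merged peak, which the authors averaged over the libraries of a genotype and did not divide by peak length. Duplicate removal is not stated.

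The table holds 3 pooled columns, so the branch of the design written for pooled columns was used: differences of log2 values, counts of peaks at least 2-fold apart, and no test. Values were decoded into reads by reading the steps between the lowest values, which are whole products of counts with 0 entered as 0.9 (tolerance 0.01). The decoded reads gave the counting error of each value and simulated unchanged genotypes, in which read counts were redrawn. Errors from the decoded reads cover counting only. The interval given with a median was read from the ordered differences of the peaks in the set. Such an interval treats neighbouring peaks as independent. It covers the spread between peaks, not counting error or the spread between libraries. A genotype with 0 reads at a peak was given a floor of 3 reads over its libraries and the fold is stated as a lower bound. Peaks were assigned to GENCODE M21 genes: promoter within 1 kb of a transcription start, then gene body, then intergenic. The core motif CCASYAGRKGGC and the relaxed motif CCNNNAGRKGGC were searched on both strands.

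The comparisons, region lists, thresholds, alternatives and the rule for naming peaks were fixed before the data were examined. Region lists were the *Hox* clusters, clustered protocadherins, imprinted regions, X-linked loci, olfactory and vomeronasal receptor genes, keratin clusters, NSC genes, markers of other cell types, peaks within 5 Mb of *Smchd1*, annotation classes and chromosomes, 59 in all. A cluster is its span plus 20 kb on each side and a single gene its body plus 10 kb. The median difference of a list was placed among the medians of 10000 random peak sets of the same size matched on mean level in 20 bins. Named peaks are the 10 furthest above and the 10 furthest below in each comparison among peaks at or above the median level, the highest and lowest difference within each list, and the tallest peaks of the *Hox*, protocadherin and X-linked loci. A peak takes the gene it overlaps or else the nearest start within 50 kb.

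The analysis was tested on simulated data. Of 50 peaks changed 2-fold, 68% were recovered at 2-fold for MommeD43-GFP against control, 46% for *Smchd1* del/del against control and 52% between the mutants, and of 50 changed 3-fold 100% in each. None of 112685 unchanged peaks at or above the median level was called. Of 200 unchanged lists of 50 peaks, 4%, 2.5% and 8% fell outside the random range in the same order, and 100% of lists shifted by 0.3 did. These data hold counting error only. At or above the median level the observed SD of MommeD43-GFP less control was 0.308, against 0.156 from counting. For *Hoxb* in the null, runs of consecutive peaks ranged from -0.30 to 0.25 and random sets from -0.17 to 0.14. These rates therefore do not show how often unchanged real peaks or clusters would be called.

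Alternatives fixed beforehand were centring of each column, quantile normalization, a loess trend on level, a filter on level or on peak length, the Y left out, thresholds of 1.5-fold and 4-fold, pseudocounts of 0.1, 1 and 4, division by length, other level matching and flanks of 0 or 50 kb. Centring within 20 bins of GC content, motif peaks alone, random runs of consecutive peaks, the X left out and stretches of lowered peaks left out were added after the data were seen. The input filter and every fit that needs single libraries were left out because the table gives neither. Computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.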

Results

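CTCF, the zinc finger protein that marks insulators and domain borders, was mapped by ChIP-seq in female neural stem cells (NSCs) cultured from the cortices of mouse embryos. SMCHD1 is a non-canonical SMC protein needed for silencing on the inactive X chromosome and at clustered autosomal genes. The 9 libraries comprised 3 from control lines whose *Smchd1* allele is fused to GFP, 3 from lines in which that tagged allele also carries the MommeD43 point mutation (MommeD43-GFP), 2 from *Smchd1* del/del lines made by Cre deletion of a floxed allele in culture, and 1 input library from a control line. The deposited values cover 225769 merged peaks and give 1 value per genotype, pooled: the authors' mean over the libraries of log2 reads per M of library. No SD or n stands behind any value, so no difference below could be checked against the spread between replicates and none carries a p-value. The input library has no value in the table.

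Sequencing was deep in each genotype. The steps between the lowest values correspond to a geometric mean library size of 41.7 M reads in control, 49.2 M in MommeD43-GFP and 50 M in *Smchd1* del/del NSCs. A peak at the median held 30.0, 34.9 and 34.5 reads per library in that order, which gives its pooled value a counting error of 0.15, 0.14 and 0.17 on the log2 scale. These errors cover the counting of reads only. Summed over peaks, the linear values came to 34.5%, 34.6% and 34.8% of all reads, so the overall share of reads in peaks was close in the 3 genotypes. Across peaks, which are not independent replicates, Pearson's r was 0.945 between control and MommeD43-GFP, 0.924 between control and *Smchd1* del/del and 0.948 between the mutants.

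The peaks had a median length of 750 bp. Promoters held 12.9% of them, gene bodies 46.6% and intergenic sequence 40.5%. A core CTCF motif, CCASYAGRKGGC, lay in 8560 peaks (3.79%). Its share was 24.8% in the top 10% of peaks by level and 0.213% in the lowest 10%. The X chromosome carried 8635 peaks.

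The first comparison asked how the MommeD43 mutation, found in a screen for altered transgene silencing, affects CTCF occupancy. Against control, 4707 peaks were at least 2-fold higher and 1622 at least 2-fold lower in MommeD43-GFP NSCs. Among peaks at or above the median level, the one furthest above control lay in an intron of the non-coding gene *Gm13346* (chromosome 2: 19682701–19683600, GRCm38), at -2.33 in control and 0.28 in the point mutant (6.11-fold, counting SE 0.31 log2). Higher CTCF was also seen in introns of *Mllt3*, a subunit of the super elongation complex (chromosome 4: 88022251–88023300, difference 2.12 ± 0.20), *Asph* (2.11 ± 0.29) and the X-linked *Morc4* (2.28 ± 0.28). At the same level, the peak furthest below control lay in an intron of *Dab1*, which encodes the adaptor of the reelin pathway (chromosome 4: 104362651–104363850), where the value was 0.82 in control and -1.79 in the point mutant (6.11-fold lower, counting SE 0.24 log2). The peaks at the promoters of *Kank1* (-2.16 ± 0.23) and *Fam173b* (-2.01 ± 0.21) followed.

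The level used to choose these peaks includes the null, so a peak low in both control and MommeD43-GFP could be listed only if it was high in the null, and most peaks low in both mutants were likewise kept out of the lowest. The list therefore cannot show how often the mutants agree. Values not fixed by that rule include *Mllt3*, at -0.98 in control, 1.14 in MommeD43-GFP and 1.52 in *Smchd1* del/del NSCs, and an intron of *Gm42906* (chromosome 5: 151122451–151124100), at -0.25 in control, 1.90 in MommeD43-GFP and -0.24 in *Smchd1* del/del NSCs. For *Dab1* the null value was 1.36, and for *Kank1* it was 0.73. The peaks furthest below control at this level were unevenly placed, with *Fam173b* (-2.01), *Erich5* (-1.97), *Gm9509* (-1.86) and *Gm32618* (-1.68) on chromosome 15 and *Asap2* (-1.86) and *Kidins220* (-1.69) on chromosome 12, stretches in which sequence differences between the lines were not ruled out.

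Of the loci fixed beforehand as SMCHD1 or CTCF targets, those on the X and the receptor and keratin clusters lay outside their random ranges in this comparison. Over the 21 peaks of the X-inactivation centre (*Tsix*, *Xist*, *Jpx* and *Ftx*) the median difference was 0.23 (95% interval 0.17 to 0.39), above the central 95% of 10000 random peak sets matched on level (-0.16 to 0.20). The 10 peaks of *Dxz4*, the macrosatellite at which the inactive X folds, had a median of -0.39 (95% interval -0.68 to 0.02, random sets -0.23 to 0.25). The 27 peaks of *Firre* had a median of -0.13 (95% interval -0.22 to 0.03, random sets -0.09 to 0.19). Against random runs of consecutive peaks, only *Dxz4* stayed outside the range. At *Dxz4* the tallest peak (X: 75733351–75735450) was at 1.97 in control, 1.56 in MommeD43-GFP and 1.54 in *Smchd1* del/del NSCs. *Dxz4* and *Firre* hold tandem repeats, where short reads are hard to place. Olfactory receptor genes (1547 peaks, median -0.02), vomeronasal receptor genes (588 peaks, -0.09, random sets -0.03 to 0.07) and keratin clusters (272 peaks, -0.06) lay below their random ranges. Once differences were centred on GC content the olfactory and keratin lists lay inside, and the vomeronasal list stayed below (-0.07). The receptor and keratin lists were not compared with runs of consecutive peaks. All 4 *Hox* clusters, the 3 protocadherin clusters, the 12 imprinted regions, the NSC genes (99 peaks, median -0.01), the markers of 6 other cell types (medians -0.06 to 0.11) and the peaks within 5 Mb of *Smchd1* (-0.01) lay inside theirs. Promoters had a median of -0.04, gene bodies and intergenic sequence 0.02 each, and chromosomes from -0.02 to 0.03. Although these medians were small, promoters lay below their random range and gene bodies and intergenic sequence above theirs. Of the 21 chromosomes, 5 lay above and 4 below.

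Read counting alone, simulated for unchanged genotypes, gave 95 peaks raised and 56 lowered at 2-fold. Among the 112885 peaks at or above the median level the counts were 463 raised and 66 lowered, and at all levels the raised share of 74.4% became 52.7% after quantile normalization (3092 raised, 2773 lowered) and 50.3% after loess (2975 raised, 2941 lowered). Centring on GC content gave a raised share of 61.5%, and the 463 raised peaks had a median GC content of 40.4%, against 48.2% for all peaks at that level.

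The second comparison asked where CTCF differs when SMCHD1 is absent. In *Smchd1* del/del NSCs 7478 peaks were at least 2-fold higher than in control and 4187 at least 2-fold lower, and at or above the median level 1741 were higher and 384 lower. These 1741 peaks had a median GC content of 41.9%, against 48.2% for all at that level, and after centring on GC content 1152 were higher there. The *Hoxb* cluster, which holds developmental regulators that SMCHD1 helps to silence, had higher CTCF signal along most of its length. Of its 22 peaks 81.8% were above control, with a median of 0.28 (95% interval 0.10 to 0.47, random sets -0.17 to 0.14). None of the *Hoxb* peaks held a core motif. The *Pcdhb* cluster of protocadherin genes, which give neurons their surface identity, had the same median of 0.28 over 37 peaks (-0.02 to 0.54, random sets -0.19 to 0.13). Its peaks with a core motif did not share this rise as a set. In order of position their differences were -0.05, 0.03, -0.26, 0.30, -0.66, -0.21 and -0.28. Taken over all 4 *Hox* clusters, the median of 72 peaks was 0.15 (random sets -0.11 to 0.07). Neither this combined list nor that of the protocadherin clusters together was compared with runs of consecutive peaks in any comparison.

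Single peaks inside these clusters differed from control in both directions. A peak in *Hoxb* at the promoter of *Gm53* (chromosome 11: 96261001–96265350) was at 2.75 in control and 3.49 in *Smchd1* del/del NSCs. In *Hoxd* the promoter peak of *Gm44463* (chromosome 2: 74701801–74702850) was at 0.92 and 2.10, and in *Hoxc* the peak in the UTR of *Hoxc10* (chromosome 15: 102969901–102971550) was at 0.20 and 1.28. In *Hoxa* the promoter of *9530018H14Rik* (chromosome 6: 52256701–52257600) was at -1.65 and 0.64. The lowest differences were -1.22 ± 0.33 in *Pcdhb* (chromosome 18: 37363801–37364400, at -0.72 in control, -2.50 in MommeD43-GFP and -1.94 in the null), -0.85 ± 0.23 in the UTR of *Hoxc11*, -0.71 ± 0.18 in *Pcdhg*, -0.52 ± 0.33 in *Pcdha*, -0.37 ± 0.22 in *Hoxa*, -0.34 ± 0.13 in *Hoxd* and -0.32 ± 0.14 in *Hoxb*. The medians of *Hoxa* (0.09), *Hoxc* (0.08) and *Hoxd* (0.12) nevertheless lay inside their random ranges, although centring on GC content put *Hoxc* at 0.24, above its range (-0.18 to 0.21). *Pcdha* had a median of 0.17 (random sets -0.18 to 0.16), which lay inside the range of consecutive runs. The *Pcdha* median lay inside the random range after quantile normalization (0.12) and loess (0.15, random sets -0.16 to 0.17). After centring on GC content it was above the range, at 0.28 (-0.12 to 0.19). *Pcdhg* was at -0.03.

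**Figure D1:**
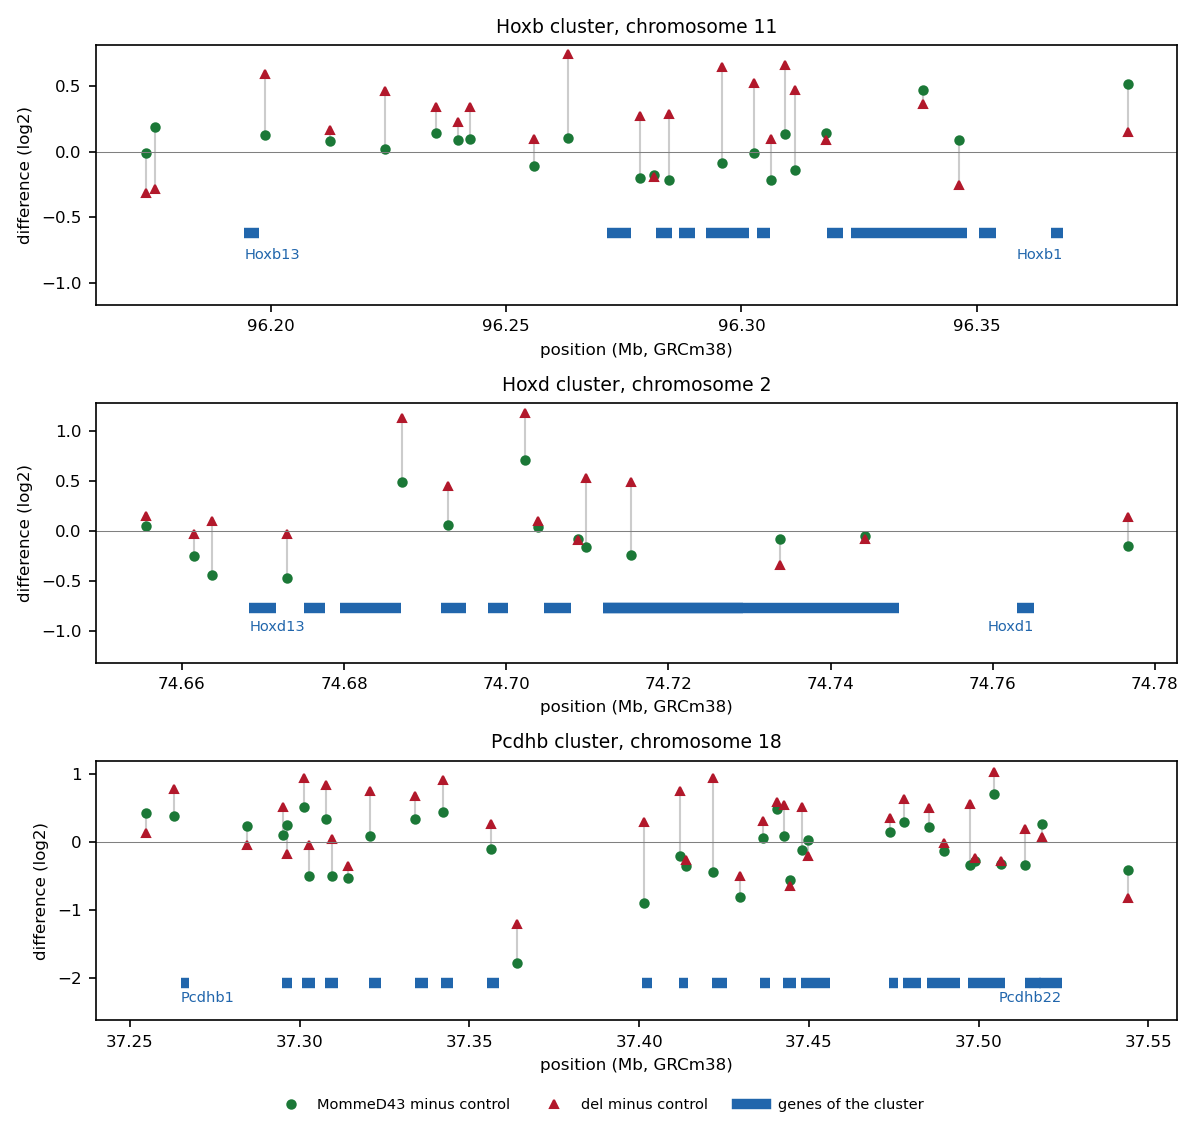
Difference in CTCF signal from control (log2, y axis) at each peak of the *Hoxb*, *Hoxd* and *Pcdhb* clusters by position (Mb, x axis), with green circles for MommeD43-GFP, red triangles for *Smchd1* del/del and blue bars for the genes. In *Hoxb* most triangles lie above 0 (median 0.28) while circles lie around 0 (median 0.09), and in *Pcdhb* the medians are 0.28 and 0.02.

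Outside the clusters and at or above the median level, the peaks furthest above control were at the end of the sex chromosomes. The cells are female, so reads placed on the Y cannot be read as CTCF on that chromosome. The origin of the reads at these ends was not tested. Away from that end, the Y peak near *Gm29524* (10705351–10705950) was at -1.70 in control and -1.70 in the null. The peak in *Gm47283* (Y: 90797101–90809850) was at -1.43 in control and 8.91 in the null, and the promoter peak of *Mid1* (X: 169978351–169981500), the gene that spans the border of the pseudoautosomal region, at 2.09 and 5.61. The next were intergenic sequence on chromosome 2 (101289001–101289750, 3.50 ± 0.32), the neighbourhood of *Gm23325* on the X (3.44 ± 0.30), the UTR of *Edem3* (3.22 ± 0.28), intergenic sequence on chromosome 6 (104028301–104029050, 3.04 ± 0.27) and an intron of *Psd3* (3.03 ± 0.27). At the same level, the peaks furthest below control lay at the promoter of *Depdc1b* (chromosome 13: 108315601–108317100), at 2.18 and 0.12, near *Zfp365* (-1.93 ± 0.24), at the promoter of *Slc6a14* (-1.65 ± 0.25) and in an intron of *Lmo4* (-1.65 ± 0.21). *Depdc1b* in MommeD43-GFP NSCs was at 2.17, close to control.

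Olfactory and vomeronasal receptor genes had lower CTCF, with medians of -0.13 (random sets -0.07 to -0.01) and -0.20 (-0.09 to 0.02). The X-inactivation centre had a median of 0.25 (random sets -0.24 to 0.20), which lay inside the range of consecutive runs and inside the range after quantile normalization (0.17), loess (0.20) and centring on GC content (0.20). *Dxz4* (-0.29), *Firre* (-0.14), keratin clusters (-0.08), the 12 imprinted regions, the NSC genes (0.03), the markers of other cell types (-0.12 to 0.08), the protocadherins together (0.05) and the peaks within 5 Mb of *Smchd1* (-0.02) lay inside their ranges, although a peak near *Gm49394* in the *Igf2*-*H19* region (chromosome 7: 142671901–142673400) was at -0.61 in control, 0.68 in MommeD43-GFP and 1.33 in *Smchd1* del/del NSCs. Medians were -0.05 for promoters, -0.03 for gene bodies, -0.04 for intergenic sequence and -0.05 to -0.01 for chromosomes other than the Y (4 peaks, 7.26). Promoters lay below their random range and gene bodies above theirs. Of the 21 chromosomes, 6 lay above and 5 below. Counting error alone gave 153 raised and 167 lowered peaks at 2-fold in this comparison. Deletion, retroviral Cre with drug selection and the lack of the GFP tag go together in these lines and cannot be separated here.

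The third comparison set the MommeD43-GFP NSCs directly against the null cells, without the control. *Hoxb*, *Hoxd* and *Pcdhb* peaks were lower in the point mutant: the median was -0.23 in *Hoxb* (random sets -0.12 to 0.13), -0.33 in *Hoxd* (-0.17 to 0.16), -0.17 over all 4 *Hox* clusters (-0.07 to 0.08) and -0.33 in *Pcdhb* (-0.09 to 0.17). These 4 medians were below their ranges under quantile normalization, loess and centring on GC content as well. *Hoxa* (-0.05) and *Hoxc* (-0.05, and 0.03 after quantile normalization) lay inside their ranges. The intronic peak of *Hoxb6* (chromosome 11: 96294001–96297750) was at 2.94 in control, 2.86 in MommeD43-GFP and 3.58 in *Smchd1* del/del NSCs. The intronic peak of *Hoxd3* (chromosome 2: 74713951–74716950), the tallest of its cluster, was at 3.02, 2.78 and 3.51, and a *Pcdhb* peak (chromosome 18: 37421101–37422600) was at 1.46, 1.01 and 2.40.

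Genome-wide, 2834 peaks were at least 2-fold higher in MommeD43-GFP than in *Smchd1* del/del NSCs and 2434 at least 2-fold lower. At or above the median level, the higher ones were led by *Zfp365* (2.24 ± 0.24), *Gm42906* (2.15 ± 0.17), a peak on chromosome 15 with no gene start within 50 kb (31826851–31828650, 2.13 ± 0.14) and *Depdc1b* (2.05 ± 0.15), and include an intron of *Pde4d* (1.74 ± 0.17) and 3 peaks in *Gm49692* on chromosome 12. Beside the sex chromosome ends, the lower ones at this level were led by *Dab1* (-3.15 ± 0.24), *Erich5* (-3.12 ± 0.23) and *Asap2* (-3.08 ± 0.21), and include an intron of *Rasgrp3* (-2.18 ± 0.15), a gene within 5 Mb of *Smchd1*. The *Snrpn* region was lower in MommeD43-GFP (144 peaks, median -0.15, random sets -0.03 to 0.14), and within it an intron of *Gm32061* with a core motif (chromosome 7: 62375401–62376150) was at -3.11 in control, -3.07 in MommeD43-GFP and -0.39 in *Smchd1* del/del NSCs. *Pcdhg* (median 0.19), the *Kcnq1* region (0.16) and the *Peg10* region (7 peaks, 0.47) were above their ranges. Against random runs of consecutive peaks, *Pcdhg* and *Kcnq1* lay inside the range. The protocadherins together were at -0.07 (random sets -0.05 to 0.10), vomeronasal receptor genes at 0.11 (0.01 to 0.10) and the peaks within 5 Mb of *Smchd1* at 0.00 (0.02 to 0.07, inside the range of consecutive runs). Olfactory receptor genes (0.07), keratin clusters (0.06), the X-linked loci, the NSC genes (-0.00) and the markers of other cell types (-0.09 to 0.06) lay inside their ranges. Promoters were at 0.01, gene bodies at 0.04 and intergenic sequence at 0.05, and chromosomes other than the Y (-7.38) were at -0.01 to 0.05. Gene bodies lay below their random range and intergenic sequence above its own. Of the 21 chromosomes, 7 lay above and 6 below.

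The direction of the genome-wide split depended on the level and the scaling. At or above the median level 129 peaks were higher and 260 lower, and the raised share of 53.8% became 38.8% after quantile normalization and 29.4% after loess.

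**Figure D2:**
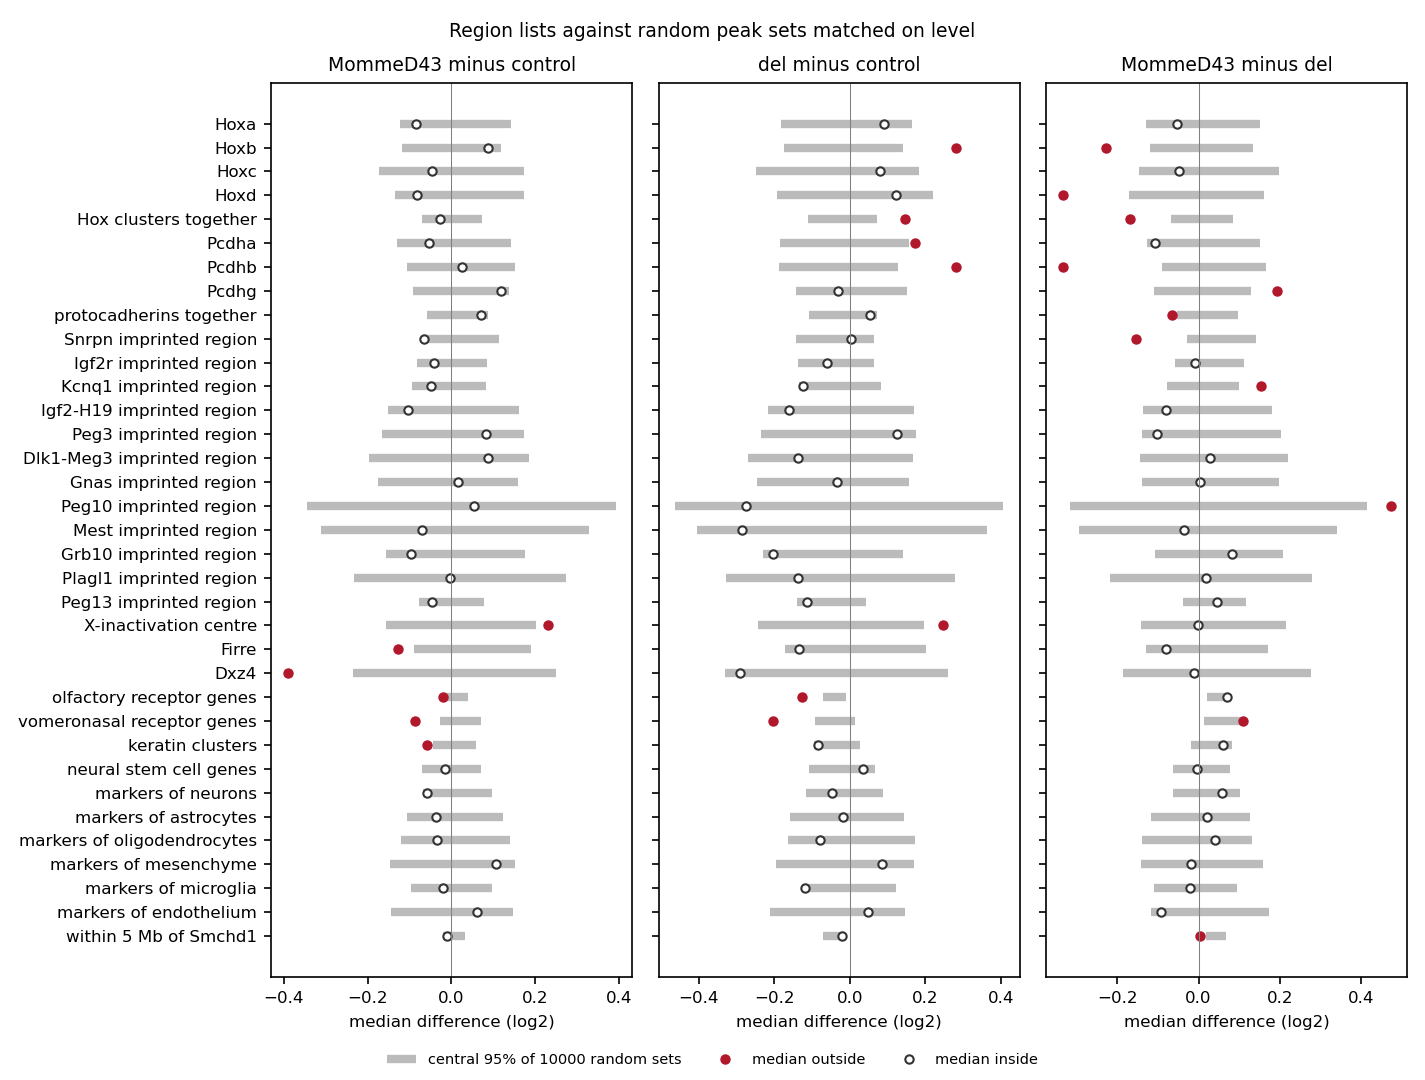
Median difference in CTCF signal (log2, x axis) over the peaks of each list (y axis) in the 3 comparisons, with grey bars for the central 95% of medians of 10000 random peak sets matched on level, filled points for medians outside and open points for medians inside. *Hoxb* and *Pcdhb* lie above the range in *Smchd1* del/del against control (0.28 each) and below it in MommeD43-GFP against *Smchd1* del/del (-0.23 and -0.33).

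The study reports that peaks gained in null cells tended to be bound more weakly in MommeD43 cells, so the null-raised peaks were followed in the point mutant. At or above the median level, the 1741 peaks at least 2-fold higher in *Smchd1* del/del NSCs had a median of 1.22 over control in those cells and of 0.69 in MommeD43-GFP NSCs (95% interval 0.68 to 0.71; random sets matched on level -0.01 to 0.02). Set against the null their median was -0.60, and 98.3% of them were above control. The peaks were chosen on null and control values, so selection alone favours a value in MommeD43-GFP that is below the null and above control, and the random sets were not selected in that way. The level also includes MommeD43-GFP, although with no filter on level the median there was 0.79. Unchanged genotypes gave only 1 such peak, too few for a comparison, so the size of that effect is not known. *Edem3* was at -2.06 in control, 0.11 in MommeD43-GFP and 1.16 in *Smchd1* del/del NSCs, and *Psd3* at -1.95, -0.37 and 1.08. *Mid1*, next to repeated sequence shared by the X and the Y, was at 2.09, 2.3 and 5.61. At the same level, the 384 peaks lowered in the null had a median of -0.41 in MommeD43-GFP (random sets -0.07 to 0.02), a value subject to the same selection.

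The same control values enter both changes, which by itself pushes them to the same sign. Across all peaks the changes in the mutants correlated with a Pearson's r of 0.610 and a Spearman's rho of 0.590, against 0.494 and 0.464 for simulated unchanged genotypes with the same control. The covariance was 0.133 against a simulated 0.027. Raised peaks shared by the mutants numbered 2546, against 29 in the simulation and 156 for independent lists of these sizes. Shared lowered peaks numbered 335, against 3 and 30.1. The simulation holds counting error only and the control libraries are not given apart, so part of the excess may come from the shared controls.

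**Figure D3:**
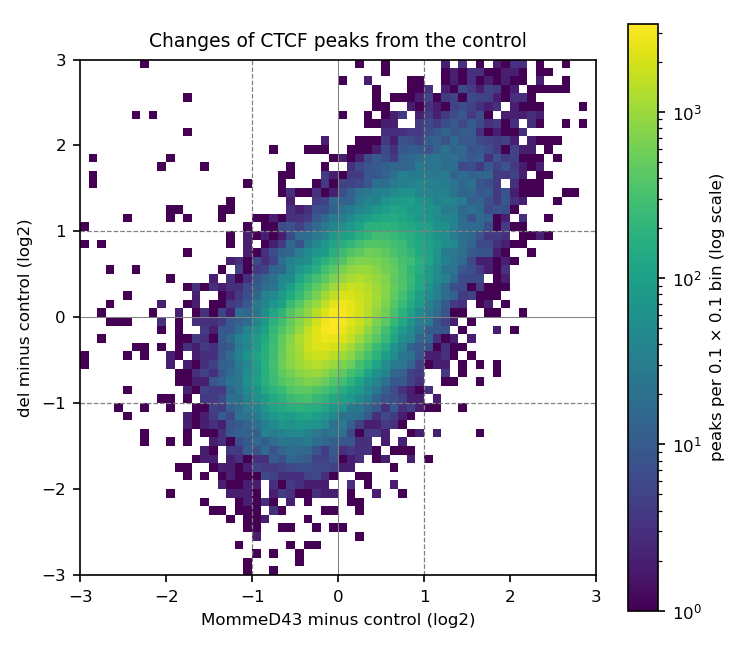
Number of peaks (colour, log scale) by difference from control in MommeD43-GFP (log2, x axis) and in *Smchd1* del/del NSCs (log2, y axis), with dashed lines at 2-fold; 145 peaks lie outside the plotted range. The peaks spread along the diagonal (r 0.610), and 2546 of them are at least 2-fold above control in both mutants.

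The last comparison asked whether the X chromosome differs from the autosomes. X-linked peaks that hold a core motif had clearly more CTCF in the null: over the 207 such peaks at or above the median level the median difference from control was 0.67 (95% interval 0.61 to 0.74), against 0.12 for 8016 autosomal motif peaks, and 95.2% of the X-linked ones were above control. In MommeD43-GFP NSCs the median of the same peaks was 0.24 (0.16 to 0.30), against 0.05 on autosomes. Autosomal motif sets matched on GC content and level gave 0.09 to 0.18 there. The X-linked median lay above that range, but its interval overlapped it. Set directly against the null, the point mutant had a median of -0.46 (-0.52 to -0.40) on the X and -0.08 on autosomes. X-linked peaks without a core or relaxed motif stayed near control, with medians of -0.06 in the null and -0.04 in MommeD43-GFP. The motif peaks were taken up only after the values had been seen. They were high along the whole X, with medians in the null from 0.38 in the window at 60 to 80 Mb to 0.78 at 120 to 140 Mb.

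Over all 8635 X-linked peaks the differences were small: the X median less the autosomal median was -0.00 in MommeD43-GFP (-0.02 to 0.01), 0.03 in the null (0.01 to 0.04) and -0.04 between the mutants (-0.06 to -0.03). X-linked peaks made up 7.62% of the peaks raised in the null (Wilson 95% interval 7.04 to 8.25), against 3.82% of all peaks, an odds ratio of 2.15. At or above the median level the share was 13.7% against 2.62%, an odds ratio of 6.34 (5.50 to 7.30). *Morc4* and the peak near *Gm23325* are X-linked examples. Over all peaks the share was 5.73% of those lowered in the null, 4.95% of those raised and 4.62% of those lowered in MommeD43-GFP. At or above the median level it was 5.73% of those lowered in the null (odds ratio 2.26, 1.47 to 3.49). There it was 5.40% of those raised in MommeD43-GFP (2.13, 1.42 to 3.19) and 1.52% of those lowered (0.57, 0.08 to 4.11). Of the peaks lower in MommeD43-GFP than in the null 8.55% lay on the X, and 19.6% at or above the median level, whereas of the higher ones 5.33% did.

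**Figure D4:**
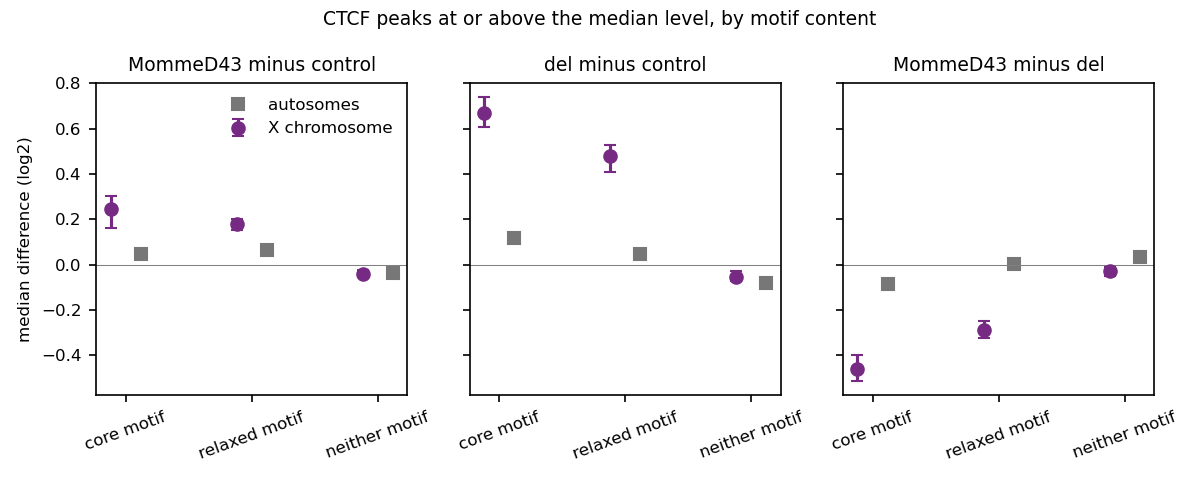
Median difference in CTCF signal (log2, y axis) of peaks at or above the median level on the X chromosome (purple circles, bars 95% interval of the median) and on autosomes (grey squares), by motif content (x axis), in the 3 comparisons. In the null the X-linked peaks with a core motif lie at 0.67 and those with neither motif at -0.06.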

Values the study reported

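The study reported 143 differential CTCF peaks at a false discovery rate of 0.1 between MommeD43 and control NSCs, and described the changes brought by the mutation as minor.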

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

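No paired analysis was possible because the values are pooled and no result comes from a test. For the same reason leave-one-out, a replicate block, a fit of 2 groups, limma, DESeq2 and TMM alternatives were not run, nor was the input filter, and thresholds do not apply to the correlation or the X level. Leaving out the Y kept every direction, and division by length leaves each difference unchanged by construction. Column centring put the counts between the mutants at 2405 raised and 2875 lowered, and turned the sign of many list medians near 0, in the null those of promoters (0.01), gene bodies (0.03), intergenic sequence (0.02) and each autosome, while every list kept its place against random sets, which shift alike. Counts depend heavily on level, threshold and pseudocount, since most 2-fold peaks hold few reads. Filters and thresholds move counts by construction; for the other shifts the cause was not tested.

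For MommeD43-GFP against control, raised and lowered counts were 3092 and 2773 under quantile normalization, 2975 and 2941 under loess, 463 and 66 at or above the median level, 1132 and 321 without short peaks, 19499 and 13195 at 1.5-fold, 181 and 97 at 4-fold, 1681 and 429 with a pseudocount of 0.1, 3 and 4 with 1, 0 and 0 with 4, and 149 and 7 in core motif peaks. For *Smchd1* del/del against control they were 1741 and 384 at or above the median level, 2669 and 1258 without short peaks, 24197 and 23190 at 1.5-fold (raised share 51.1%, main 64.1%), 635 and 87 at 4-fold, 4082 and 1335 with a pseudocount of 0.1, 189 and 2 with 1, 7 and 0 with 4, and 445 and 3 in core motif peaks. Between the mutants they were 2489 and 3922 under quantile normalization, 1568 and 3769 under loess, 129 and 260 at or above the median level, 596 and 594 without short peaks, 17901 and 13830 at 1.5-fold, 70 and 152 at 4-fold, 715 and 939 with a pseudocount of 0.1, 10 and 40 with 1, 0 and 8 with 4, and 6 and 79 in core motif peaks.

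The median difference in MommeD43-GFP of the null-raised peaks was 0.68 after column centring, 0.79 with no filter on level, 0.44 at 1.5-fold, 1.41 at 4-fold and 0.62 after GC centring, where 1152 peaks were chosen in place of 1741. Pearson's r was 0.566 under quantile normalization and 0.642 at or above the median level, and the covariance 0.118, 0.0788 and, after GC centring, 0.123. The X share of peaks raised in MommeD43-GFP was 7.18% at 4-fold, and of those lowered 1.52% at or above the median level and 1.03% at 4-fold. In the null it was 13.7% at or above the median level, 6.09% at 1.5-fold and 11.2% at 4-fold for raised peaks, and 4.83% at 1.5-fold and 12.6% at 4-fold for lowered ones. Between the mutants it was 3.88% of higher peaks at or above the median level, and of lower ones 7.06% under quantile normalization, 19.6% at or above the median level, 7.01% at 1.5-fold and 5.26% at 4-fold. The X level less the autosomal level was 0.0225 at or above the median level and 0.23 in core motif peaks for MommeD43-GFP, 0.11 and 0.56 for the null, and -0.12 and -0.36 between the mutants, with -0.0671 under quantile normalization. Other scalings also put 4 lists outside their ranges: *Pcdhg* in MommeD43-GFP (0.12) and the protocadherins together in the null (0.11) after GC centring, the *Snrpn* region in MommeD43-GFP after loess (-0.11) and *Dxz4* in the null after quantile normalization (-0.31). At or above the median level 31 of 59 lists lay outside their ranges for the null, against 20 over all peaks, and 15 lists changed place. At that level 11 lists changed place for MommeD43-GFP against control and 12 between the mutants. Between the mutants, gene bodies went from below to above their random range (0.0332) and intergenic sequence from above to below (0.0223) at or above the median level.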

Other observations

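The peaks in this part were chosen after their values were seen. Peaks with 0 reads in every library of a genotype were rare: 5 in control, 33 in MommeD43-GFP and 3 in the null. At such peaks the counts cannot tell a loss of CTCF from missing or unmappable sequence, which was not tested peak by peak. The folds below are therefore differences in reads. In an intron of *Wwox*, a tumour suppressor gene at a common fragile site, 3 neighbouring peaks had 0 reads in both *Smchd1* del/del libraries. The tallest (chromosome 8: 115136251–115138350, GRCm38) was at 0.95 in control and 0.96 in MommeD43-GFP, and control was at least 64.5-fold above the null. The others (115140601–115141350 and 115143451–115144350) were at -0.66 and -0.14 in control. On chromosome 17, within 5 Mb of *Smchd1*, peaks in introns of *L3mbtl4*, *AC154721.1* and *Birc6* had 0 reads in every control and MommeD43-GFP library and were at least 22.3-fold, 17.7-fold and 17.3-fold higher in the null.

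At the end of the X, a peak in *Gm21887* (170013151–170014650) had 0 reads in control and MommeD43-GFP and was at 2.11 in the null, at least 180-fold higher. Near *Gm11905* on chromosome 4 (26555251–26556150) MommeD43-GFP had 0 reads, at least 51.8-fold below control. On chromosome 12 the promoter of *Gm48398* (18610501–18611400) had 0 reads in MommeD43-GFP, at -1.62 in control and 0.46 in the null, and on chromosome 15 so did a peak near *Tspyl5* (33704101–33704700), at -0.93 in control and -0.54 in the null. Of the 33 peaks with 0 reads in MommeD43-GFP, more lay on chromosome 12 (18178951–27698250) than on any other chromosome. Most of those on chromosome 12 were higher in the null than in control. The tests of copy loss and sequence differences below cover stretches of chromosome 15 only.

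The tests of X copy number, GC content of X peaks and control enrichment below, of chance placement and sequence differences, and of enrichment in motif peaks were chosen only after the results were seen, whereas the tests of copy loss and of library GC content had their predictions written before their values. X-linked core motif peaks were higher in the null. An extra X in the null lines is unlikely as the cause, since X peaks without a motif exceeded autosomal ones by only 0.0260 (0.0072 to 0.0550), against 0.55 for motif peaks. GC content does not account for it, as the median of 0.67 lay above GC-matched autosomal motif sets (0.18 to 0.30). Weak enrichment in the control could not be the only cause, as the null exceeded MommeD43-GFP by 0.46 (matched sets 0.08 to 0.16). More CTCF on the inactive X without SMCHD1 is possible, which these lines of a single strain background cannot show and hybrid cells could test.

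Among peaks with a control value at or above its median, 18 were at least 4-fold lower in MommeD43-GFP, of which 10 lay on chromosome 15 and 4 on chromosome 12. Of these, 27.8% had another within 1 Mb, against 0 to 11.1% in random sets, a test that only restates the closeness first seen. Of the 8 peaks lowered as strongly in the null 25% did, a single pair in *Wwox*. Loss of a copy of the whole stretches at 30 to 40 Mb of chromosome 15 is unlikely, since all their peaks together differed from the others by only -0.11 (-0.15 to -0.08). That median spans the 971 peaks of the stretches, so it cannot judge loss of short pieces at the lowered peaks. Sequence differences between the lines may contribute, as 1.06% of the peaks there with a control value at or above its median (5 of 472) were 2-fold raised in MommeD43-GFP, against 0.0881% of such peaks elsewhere. Genotypes of the lines would settle it.

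Many peaks were lower in control than in both mutants. Library GC content failed its prediction as the cause. Centring within GC bins still left 182 peaks raised in both against 9 lowered in both at or above the median level. Before centring these were 353 and 4, so GC content may account for part of the excess. Lower enrichment in the control could not be judged, as motif peaks exceeded matched peaks without a motif by 0.0366 (0.0309 to 0.0427), between the values predicted with and without that cause. Input values and single libraries would be needed.

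The study describes a tendency of null-raised peaks to be weaker in MommeD43 cells. Here such peaks lay between the null and control, a placing that choosing them on null and control values favours by itself. The paper also describes depleted CTCF binding with the variant and proposes that it enhances insulation against CTCF. Here the null-raised peaks were instead above control in MommeD43-GFP, with a median of 0.69 and 98.3% above it. That direction is opposite to depletion, although choosing peaks on control values favours it. The study did not find these peaks enriched on the X, whereas here their X share was above that of all peaks. The sets differ, since the peaks here were chosen by fold on pooled values. The count quoted from the study is not comparable with the counts here, which come from merged peaks and no test.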
